A study of Mus musculus with 2 samples. Its data were reported in "Multimodal Single-Cell Transcriptomic and Chromatin Accessibility Profiling Reveals Monocyte-Derived Macrophage Dynamics Following Ischemic Stroke" (2026).

How the data were processed

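Single-cell RNA-seq was deposited for 2 libraries of mouse brain collected 48 h after surgery. Per the labels, a library was made from flash-frozen sham-operated control brains and another from the ipsilateral hemisphere of brains subjected to stroke, with n = 4 animals behind each suspension, and per the methods of the study the animals of each condition were pooled before processing. Stroke here is transient occlusion of the middle cerebral artery by a filament followed by reperfusion (MCAO/R). Cells were fixed and hybridized to pairs of probes covering the transcriptome, and each ligated probe pair was counted through its unique molecular identifier (UMI) and assigned to a droplet by the cell barcode.

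The deposited values were raw UMI counts per gene and barcode, written by the authors with Cell Ranger 8.0.0 as a single matrix of 19059 genes by 29790 barcodes for both libraries. Per the methods of the study, reads were counted on the mouse mm10 reference with the probe set of that reference, and both libraries were joined after reads had been subsampled to an equal number of mapped reads per cell, so a difference in total UMIs between the libraries is what remained after that step. Each gene came with its Ensembl identifier and symbol. Gene positions were taken from GENCODE release M21 on GRCm38, which is the same assembly as mm10 but need not be the same annotation release, and 19048 of the 19059 identifiers were found there. Of the fixed marker genes, 5 had no probe in the matrix, and 181 of the genes had no UMI in any barcode.

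The suffix of each barcode told the libraries apart, and they are called library 1 and library 2 after it. The surgery behind each suffix is not given in the sources used here. It was not inferred from the order of the labels or from any measured value, so each value is given per library and no comparison of stroke with sham was made. Because each condition was a single pooled library, cells were not treated as replicates, no test between libraries was run, and no p-value or standard error was computed. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals and sums of UMIs with exact Poisson 95% intervals. These intervals cover counting error only and say nothing about variation between animals. A share of 0 is given with the upper limit that 3 cells of the total would set.

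Filters followed the methods of the study. Barcodes with fewer than 200 genes or with more than 10% of their UMIs from the 13 mitochondrial genes were removed, and genes detected in fewer than 5 cells were left out of clustering. Doublets were scored in each library with Scrublet as provided in scanpy 1.11.5, because scds was not at hand, and the highest scores were removed at a rate of 0.8% per 1000 barcodes. The automatic threshold of Scrublet marked 1 barcode of library 1 (0.0075%) and did not work there; it marked 1545 of library 2 (9.41%). Counts were scaled to the total of each cell and log-transformed, 2000 variable genes were chosen, total UMIs and the mitochondrial percentage were regressed out, and principal components (PCs) reaching 90% of the variance of the first 50 were kept, which were 28. A shared-neighbor graph with 20 neighbors was clustered by the Leiden algorithm (leidenalg 0.10.2) at resolution 0.5. The libraries were clustered together with no integration, because Harmony was not at hand, so a cluster filled mostly by a single library may reflect that library rather than a cell type.

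Clusters were named "X-like" from 17 marker lists fixed before the data were examined, with lists for macrophage subsets and 4 lysosome lists fixed then too. The rule that turned markers into names was revised 2 times after cluster output had been seen. Under the rule used, a marker was raised in a cluster when at least 10% of the cells had a UMI of it and its CPM (UMIs scaled to the UMI total of the group) were at least 2 times those of all other cells. The class with the largest share of raised markers gave the name. A cluster stayed unnamed with fewer than 3 raised markers, with more markers of another class among its 10 leading genes (by fold, among genes with at least 100 UMIs in the cluster), with 3 or more raised markers of another class whose share reached 0.5 of the best or whose number matched it, unless only the named class had markers among the leading genes, or with a median UMI count under 1/3 of that of its library and no own marker among the leading genes. Cycling genes were counted but gave no name. The rule tried first took the highest mean log2 fold over the markers of a class, cycling genes among the classes, and the rule tried second checked only the class in second place for ambiguity. Both are among the alternatives.

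Macrophage-like cells were reclustered with 1300 variable genes, 20 PCs and resolution 0.5, leaving out the 51 lysosome genes so that those genes did not define the subsets they were compared between. CPM ratios between subsets were taken from summed UMIs with 0.5 UMI added to each sum and are given on the log2 scale. The median log2 ratio of a lysosome list was placed among 10000 random lists of the same size matched on expression in 50 bins, as a description of these libraries. Diffusion pseudotime (scanpy) over the Ccr2/Itgam and lipid-associated subsets was rooted at the Ccr2/Itgam cell farthest from the mean of the lipid-associated subset, in place of Monocle3, which was not at hand. For the lysosome share, each cell was thinned to 2000 UMIs. The ratio and the random lists were tested on simulated sums for 19059 genes with 200 genes changed: for the ratio of the lipid-associated to the Ccr2/Itgam subset, the direction was recovered for 100% of the changed genes, and a list raised by 0.5 on the log2 scale reached percentile 100, while 2 of 40 unchanged lists lay above percentile 95 and their median percentile was 55.0. For the ratio to the MHC class II-high cluster, 5 of 40 unchanged lists lay above percentile 95 and their median percentile was 68.8, so percentiles of that comparison run high. The estimated ratio lay within 0.5 of the true one for 99% and 98.5% of the changed genes. These simulated sums had the profile of all kept cells and Poisson noise only, with no spread between cells. Changed genes had at least 200 expected UMIs and were changed at least 2-fold, so recovery of their direction was close to certain beforehand. Their estimates were centered on the median ratio, which the reported ratios were not.

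Genes are named by a rule fixed beforehand: any gene of the fixed lists; outside them, the 5 genes with the highest and the 5 with the lowest ratio of lipid-associated to Ccr2/Itgam cells among genes with at least 200 UMIs over both; the 5 highest and 5 lowest between libraries in the macrophage-like, microglia-like and astrocyte-like classes where both libraries had at least 100 cells; and leading genes only to say what defines a cluster. Genes outside this rule are named only in the additional observations, from lists written for those tests. A gene that the rule names and a gene of the macrophage list written for the test on dendritic cells are not reported here, and that list was used without it.

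The alternatives planned before the data were examined were no doublet removal, the automatic Scrublet threshold, a mitochondrial maximum of 5%, at least 1000 genes per barcode, resolution 1.5, clustering each library alone, and classes from marker values without clustering. For the lysosome ratios they were reclustering with the lysosome genes, resolution 1.0, no doublet removal, the mean of per-cell CPM, lysosome genes with at least 200 UMIs, each library alone where it had at least 20 cells of both subsets, and leaving out the genes heading the list of the study. For pseudotime they were no thinning, lysosome genes included, 10 PCs and each library alone with at least 50 cells. Chosen after the data were seen were no mitochondrial maximum, the naming rules tried before, pseudotime over all subsets except the brain-resident one, other root cells, and the use of the share alternatives for classes other than macrophage-like, microglia-like and granulocyte-like. Chromatin accessibility, which the study also profiled, was not analysed here. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.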

Results

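The study used scRNA-seq to ask how the cell populations of the brain, and macrophages in particular, differ between sham-operated mice and mice 48 h after MCAO/R. The data comprise 2 libraries, each a pool of animals of a single condition, with 1 library labelled stroke and 1 labelled sham. The surgery behind each barcode suffix is not given in the sources used here, so the libraries are reported as library 1 and library 2. With 1 pooled library per condition there were no replicates, and every interval below covers counting error only.

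Library 1 had 13378 barcodes with 141513066 UMIs in total, a median of 4098 UMIs and a median of 2223.5 genes per barcode. Library 2 had 16412 barcodes with 206127041 UMIs, a median of 4933.5 UMIs and a median of 2707.5 genes. Over both libraries the medians were 4587 UMIs and 2515.5 genes per barcode. The gene minimum removed 7 barcodes of library 1 and 33 of library 2. The mitochondrial maximum removed 2324 barcodes of library 1 (17.4%) and 1394 of library 2 (8.49%), and doublet removal took away a further 1200 and 2033, respectively. This left 9847 cells in library 1 and 12952 in library 2, 22799 in all, and without doublet removal the stated filters left 11047 and 14985. Kept cells had a median of 5527 UMIs in library 1 and 4908 in library 2.

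**Figure D1:**
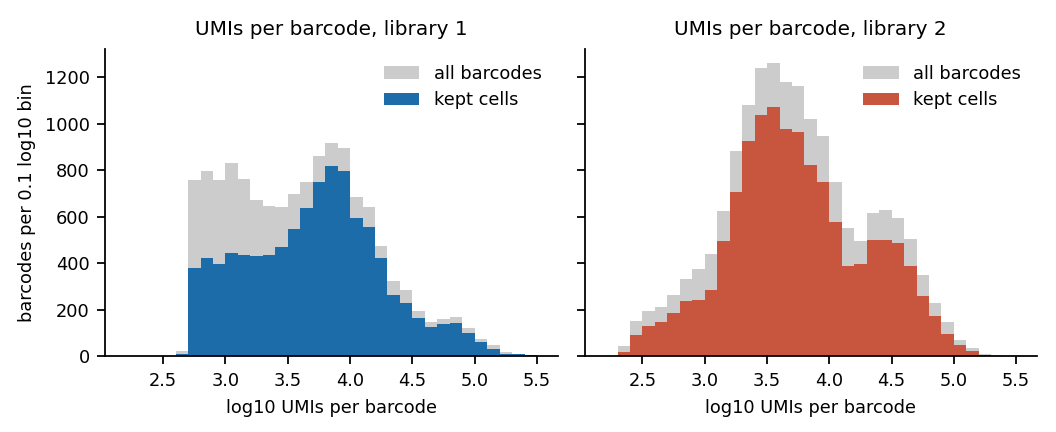
Number of barcodes by UMIs per barcode on a log10 axis in bins of 0.1, for library 1 and library 2, with all barcodes in gray and kept cells in color. Barcodes with few UMIs were removed more often in library 1, where the mitochondrial maximum took away 17.4% of barcodes.

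To describe the cell populations, kept cells were clustered and 28 clusters were obtained, of which 18 were named from the fixed markers and 10 stayed unnamed. The unnamed clusters held 3780 cells of library 1 (38.4%, 95% CI 37.4 to 39.4) and 3822 cells of library 2 (29.5%, 28.7 to 30.3). No astrocyte-like class was obtained under the settings used, although other settings gave one. Clusters 4 and 8 each had all 11 astrocyte markers raised, but cluster 4 had a median of 1378 UMIs with no astrocyte marker among its leading genes, and cluster 8 had ependymal genes (Tmem212, Ccdc153) leading. Cluster 4 contained 988 cells of library 1 (10.0%) and 787 of library 2 (6.08%), and cluster 8 contained 333 (3.38%) and 730 (5.64%). Cluster 12, a glutamatergic neuron-like cluster of 646 cells, had a median of 76371 UMIs, 14.8 times the median of its libraries, so multiplets that Scrublet did not mark remain possible there.

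The study asked whether the share of macrophages, microglia and granulocytes changed after stroke. Macrophage-like cells made up 661 of 9847 cells in library 1 (6.71%, 95% CI 6.23 to 7.22) and 128 of 12952 in library 2 (0.988%, 0.825 to 1.17), or 671 and 98.8 per 10000 cells. They came from cluster 13, which held 583 cells of library 1 and 19 of library 2 and was led by Ccr2, Arg1 and Chil3, and from cluster 26, which held 78 and 109 and was led by Cd163, Lyve1 and Mrc1. The alternative that moved the share of library 1 most was a mitochondrial maximum of 5%, which gave 8.85%. That of library 2 moved most without doublet removal, under which the cluster with brain-resident markers lost its name and the share was 0.0801%.

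Microglia-like cells made up 1254 cells of library 1 (12.7%, 95% CI 12.1 to 13.4) and 614 cells of library 2 (4.74%, 4.38 to 5.12). Different clusters held most of this class in each library. Cluster 7 contained 1246 cells of library 1 and 47 of library 2, was led by Cd5l, Mmp12 and Cst7, and had 8 of 8 microglia markers and 7 cycling markers raised. Cluster 16 contained 8 cells of library 1 and 567 of library 2 and was led by P2ry12, Siglech and Tmem119. The naming rule decided the share in library 1: under the rule tried first, cluster 7 was named for its cycling genes and the microglia-like share of library 1 was 0.0812%, whereas that of library 2 was 4.38%.

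Granulocyte-like cells, from a single cluster led by S100a8, S100a9 and Cxcr2, made up 190 cells of library 1 (1.93%, 95% CI 1.67 to 2.22) and 0 of 12952 cells of library 2, which allows a share of up to 0.0232%. S100a8 was detected in 94.7% of granulocyte-like cells of library 1 (median 1835.5 UMIs per cell). Such shares have a background, from free RNA or multiplets, which were not separated: S100a8 was also detected in 4.82% of glutamatergic neuron-like cells of library 1 (median 20641 UMIs) and in 0.402% of those of library 2 (median 17153.5 UMIs). After thinning to 1000 UMIs per cell the shares were 91.8% in granulocyte-like cells of library 1, 0.657% in glutamatergic neuron-like cells of library 1 and 0 of 2727 such cells in library 2 (a share of up to 0.110%). Cells with fewer UMIs were left out, 7 granulocyte-like cells, 21 glutamatergic neuron-like cells of library 1 and 11 of library 2.

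Among the other classes, glutamatergic neuron-like cells made up 9.49% of library 1 (95% CI 8.91 to 10.1) and 21.1% of library 2 (20.4 to 21.9). With no mitochondrial maximum the shares were 16.3% and 15.5%, but the class then held other barcodes. Those under the maximum had medians of 1956 UMIs in library 1 and 30243 in library 2. GABAergic neuron-like cells made up 9.81% (9.23 to 10.4) and 19.3% (18.7 to 20.0). Oligodendrocyte-like cells made up 9.62% (9.04 to 10.2) and 10.6% (10.0 to 11.1). Of these, cluster 10, led by Klk6 and Serpina3m, had 749 cells of library 1 and 0 of library 2. Choroid plexus epithelial cell-like cells numbered 5 in library 1 and 165 in library 2 (1.27%, 1.09 to 1.48). T/NK cell-like shares were 0.244% (0.156 to 0.362) and 0.255% (0.175 to 0.358) and could not be told apart at this depth.

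**Figure D2:**
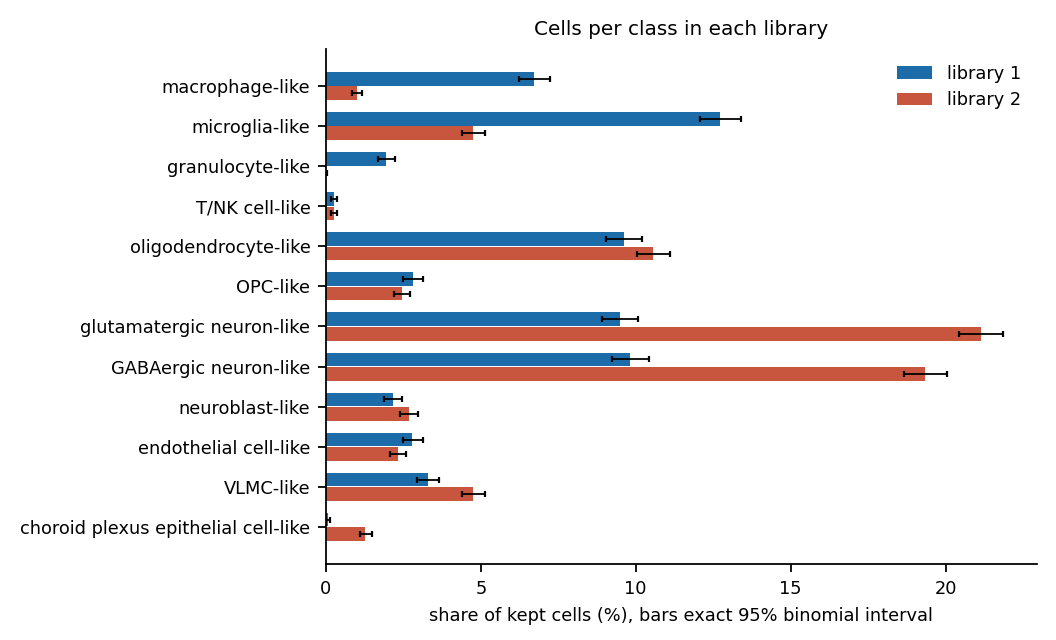
Share of kept cells in percent for each named class in library 1 (blue) and library 2 (red), with exact 95% binomial intervals that cover counting error only. Macrophage-like cells were 6.71% of library 1 and 0.988% of library 2, and granulocyte-like cells were found only in library 1 under these settings.

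Within the macrophage-like class, summed UMIs gave the following levels per library. By the fixed rule, the genes with the highest ratio of library 1 to library 2 were Spp1, Gpnmb, Arg1, Thbs1 and Emp1. Spp1 reached 4954 CPM in library 1 and 3.96 CPM in library 2, the latter from 1 UMI, a ratio of 1251 with a counting interval of 225 to 49412. Gpnmb, Arg1 and Emp1 had 0 UMIs in library 2 and 1503, 1321 and 1039 CPM in library 1. Against 3 UMIs per library they were at least 126-fold, 111-fold and 87.4-fold higher in library 1. Thbs1 was at 7311 CPM in library 1 and 11.9 CPM in library 2, the latter from 3 UMIs (ratio 615, 211 to 2984). The genes at the other end were Mgl2, Cd209f, Cp, Hpgd and Psd3, with 1093, 582, 388, 384 and 424 CPM in library 2 against 27.9, 17.7, 17.3, 22.3 and 31.9 CPM in library 1. Cluster 13 held most macrophage-like cells of library 1 and cluster 26 most of library 2, so these values compare different subsets as well as different libraries. The sums of both libraries also contain the macrophage-like cells with neuron and astrocyte genes described below.

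Within the microglia-like class, held by cluster 7 in library 1 and cluster 16 in library 2, the highest ratios of library 1 to library 2 were those of Spp1, Lgals3, Ch25h, Mmp12 and Mki67. Spp1 was at 29522 CPM (95% Poisson interval 29410 to 29635) in library 1 and 2.81 CPM (0.765 to 7.19) in library 2. As background in library 1, Spp1 was at 23.0 CPM in glutamatergic neuron-like, 97.8 CPM in oligodendrocyte-like and 376 CPM in granulocyte-like cells. Per cell, these were means of 0.943, 0.851 and 0.705 UMIs, against 211 UMIs in microglia-like cells. Lgals3 and Mki67 were at 907 and 530 CPM in library 1 and had 1 UMI each in library 2. Ch25h and Mmp12 were at 256 and 223 CPM in library 1 and had 0 UMIs in library 2, at least 121-fold and 106-fold higher in library 1 against 3 UMIs per library. Ttr, Upk1b, Ppbp, Gpr165 and Asb2 had the lowest ratios, with 179, 112, 135, 206 and 112 CPM in library 2 and 3.35, 5.48, 6.82, 10.8 and 9.95 CPM in library 1. Ttr is the leading gene of the choroid plexus epithelial cell-like cluster, and it was detected in 14.8% of glutamatergic neuron-like cells of library 2 against 3.10% of library 1, or in 1.47% and 0.219% after thinning to 1000 UMIs. Among fixed markers, P2ry12 was at 770 CPM in library 1 and 6430 CPM in library 2, and Tmem119 at 697 and 2665 CPM.

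To resolve macrophage heterogeneity, the 789 macrophage-like cells were reclustered without the lysosome genes, and 5 subclusters were obtained. Subcluster 1 had all 11 lipid-associated markers raised and contained 248 cells of library 1 and 26 of library 2. The markers came from library 1: the 26 cells of library 2 had 0 UMIs of Gpnmb, Spp1, Emp1 and Pdpn and 1 UMI of Fabp5, and had H2-Aa at 12385 CPM, against 220 CPM in the cells of library 1. The lipid-associated name therefore stands for the cells of library 1 only, although the 26 cells are in the sums and orderings of this subset below unless library 1 alone is named. Subcluster 2 had all 7 detected Ccr2/Itgam markers raised and contained 218 and 12. Subcluster 3 was brain-resident macrophage-like, with 7 of 8 markers raised, and contained 82 and 85. Subcluster 4, with 75 and 5 cells, had all 7 MHC class II markers raised but was led by the dendritic cell genes Clec9a and Itgae beside Cd7 and Klrd1, so it stayed unnamed and is called the MHC class II-high cluster. Subcluster 5, with 38 and 0 cells, was led by the interferon-response genes Rsad2, Ifit3 and Isg15 and stayed unnamed. Of the macrophage-like cells of library 1, 37.5% (95% CI 33.8 to 41.3) were lipid-associated, 33.0% (29.4 to 36.7) were Ccr2/Itgam cells and 12.4% (9.99 to 15.2) were brain-resident. In library 2, 9.38% (4.94 to 15.8) were Ccr2/Itgam cells and 66.4% (57.5 to 74.5) were brain-resident, and no lipid-associated share is given. The lipid-associated share of library 1 depended on the reclustering. With the lysosome genes included, 109 cells of library 1 took that name and 182 fell in an unnamed subcluster. At resolution 1.0, subclusters with 149 and 106 cells of library 1 took it. At that resolution a further subcluster, with 27 cells of library 1 and 24 of library 2, stayed unnamed. Its leading genes included the neuron markers Slc17a7 and Camk2a and the astrocyte markers Gfap and Slc1a2. Multiplets and free RNA were not separated in these cells, which are part of the macrophage-like class throughout.

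The study asked whether lysosomal genes were higher in a Cd68- and Ctsd-high MDM subset than in Ccr2/Itgam MDMs. The lipid-associated subset, named here without any lysosome gene, was set against the Ccr2/Itgam subset. All its markers, Gpnmb, Spp1, Emp1, Pdpn and Fabp5 among them, are genes that the study reported as enriched in its Cd68- and Ctsd-high MDMs. Most of the 51 lysosome genes are on that list too, which was drawn from these same data. The comparison is therefore not independent of that result, and a high percentile among random lists is no separate evidence for it. The lipid-associated subset held 2834456 UMIs and the Ccr2/Itgam subset 1758681. The 51 lysosome genes include a list of lipid-processing genes, with Apoe, Trem2, Lgals3, Abca1 and Abcg1 among them. Together the 51 took 13.6% of all UMIs in lipid-associated cells and 6.18% in Ccr2/Itgam cells, and without Apoe and Ctsb 7.62% and 4.30%. Apoe alone gave 97758 of their 386642 UMIs in lipid-associated cells. The median log2 ratio over the 51 genes was 0.87, above every one of 10000 random lists matched on expression (percentile 100; 95% of the random medians between -0.32 and 0.15). Of the 48 genes with at least 200 UMIs over both subsets, 44 were higher in the lipid-associated subset and 20 were at least 2 times as high. The exceptions were Ctsc, Laptm4a, Laptm5 and Sidt2, none of which is on the list of the study. The other genes of at least 200 UMIs that are not on it were Atp6v0b, Atp6v0e, Atp6v1e1 and Atp6v1f. Their log2 ratios were 0.22, 0.13, 0.16 and 0.32. The setting that moved this ratio most was leaving out the genes that head the list of the study, which gave 0.61, and with only the lysosome genes of at least 200 UMIs it was 0.81. The median of all genes with at least 200 UMIs was -0.09. Library 2 held only 12 Ccr2/Itgam cells, fewer than the 20 required, so the ratio within a library could be taken in library 1 only, where it was 0.78.

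By list, the median log2 ratio was 1.19 for lipid processing (12 genes, percentile 100), 0.87 for lysosomal proteolysis (11 genes, percentile 99.92), 0.55 for lysosomal membrane (11 genes, percentile 99.4) and 0.51 for V-ATPase (17 genes, percentile 99.98). Ctsd (ENSMUSG00000007891, GRCm38 chromosome 7, 142375911 to 142388038, minus strand) was at 6394 CPM (95% Poisson interval 6301 to 6488) in lipid-associated and 1413 CPM (1358 to 1470) in Ccr2/Itgam cells. Ctsb (ENSMUSG00000021939, chromosome 14, 63122462 to 63145923, plus strand) was at 25731 CPM (25544 to 25918) and 6126 CPM (6011 to 6243). Cd68 (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153, minus strand) was at 3300 CPM (3234 to 3368) and 1439 CPM (1383 to 1496). Lamp1 (ENSMUSG00000031447, chromosome 8, 13159161 to 13175338, plus strand) was at 1309 CPM (1267 to 1351) and 693 CPM (654 to 733). Lipa (ENSMUSG00000024781, chromosome 19, 34492318 to 34527474, minus strand) was at 801 CPM (768 to 834) and 226 CPM (205 to 250). The subset names rest on Gpnmb, Spp1, Ccr2 and the other subset markers, so those are not results.

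Outside the fixed lists, 4690 genes had at least 200 UMIs over both subsets. The 5 with the highest ratio were Hbb-bs, Bhlhe41, Nav2, Gas6 and Rnf128, with log2 ratios of 4.65, 4.15, 3.61, 3.56 and 3.41. Hbb-bs is a hemoglobin gene and also led the low-UMI cluster 9. The 4 with the lowest were Il1b, Ifitm6, Ace and Cytip, with log2 ratios of -6.90, -6.89, -6.08 and -4.36. Il1b was at 1.76 CPM (0.573 to 4.12) in lipid-associated and 232 CPM (210 to 256) in Ccr2/Itgam cells.

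The study also set lysosomal genes against MHC class II MDMs. Here too, most of the 51 genes are on its list of enriched genes, so the percentile is no separate evidence. Over the MHC class II-high cluster, which had dendritic cell genes among its leading genes and held 620677 UMIs, the lipid-associated subset had a median log2 ratio of 1.10 for the 51 genes (percentile 99.97; median of the random medians 0.27, 95% of them between -0.09 and 0.72), and 46 of the 48 genes with at least 200 UMIs were higher in the lipid-associated subset, all but Laptm5 and Sidt2. The setting that moved it most was again the omission of the genes heading the list of the study, which gave 0.97. By list the medians were 2.11 for lipid processing (percentile 99.83), 1.12 for lysosomal proteolysis (percentile 89.59), 1.06 for lysosomal membrane (percentile 95.13) and 0.94 for V-ATPase (percentile 99.43). The median of all genes with at least 200 UMIs was -0.10 here. In simulated data the percentiles of this comparison ran high, and those of lysosomal proteolysis and lysosomal membrane lay within the range of random lists. Lysosome genes took 3.09% of the UMIs of this cluster, 10.2% of those of brain-resident cells and 9.92% of those of the interferon-led subcluster 5.

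**Figure D3:**
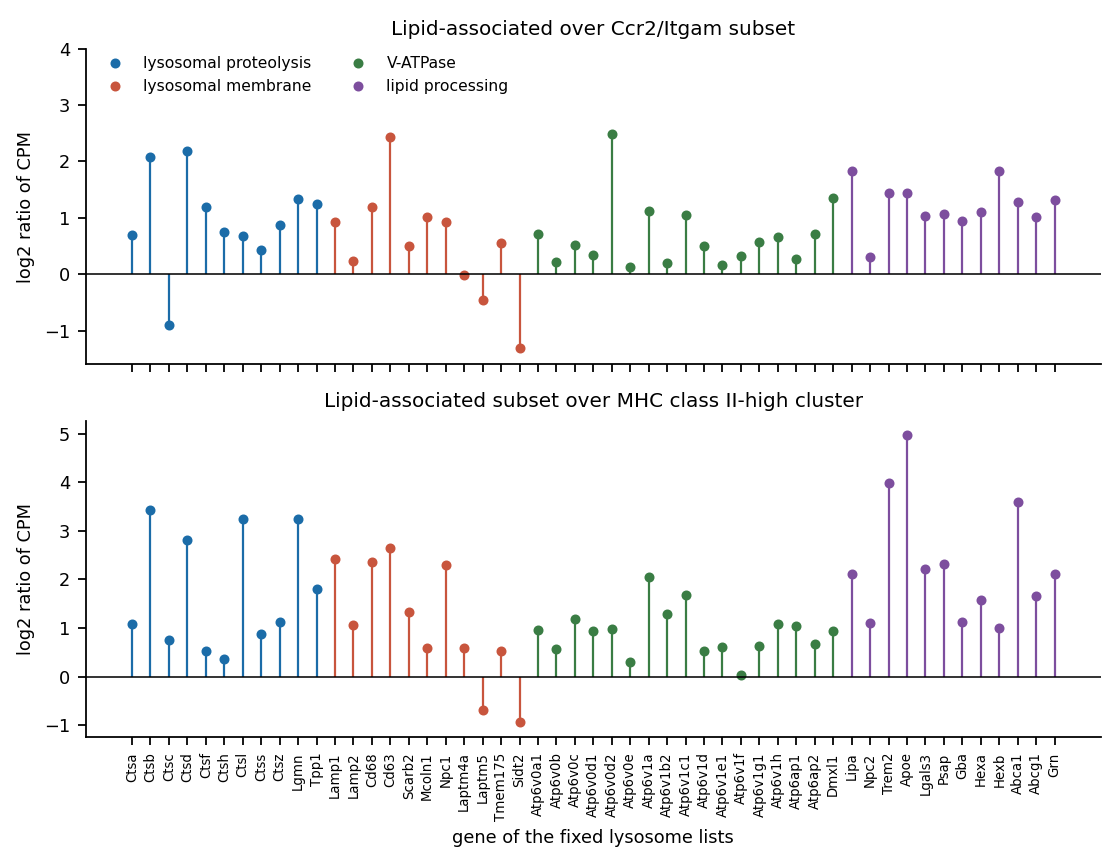
Log2 ratio of CPM for each of the 51 genes of the fixed lysosome lists, colored by list, for the lipid-associated over the Ccr2/Itgam subset (top) and over the MHC class II-high cluster (bottom). The medians were 0.87 and 1.10; the bar of Atp6v0d2 rests on 4 UMIs in the lipid-associated subset and 0 in either other group and shows no difference.

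To ask whether lysosomal expression rose along pseudotime, the Ccr2/Itgam and lipid-associated cells were ordered from a root in the Ccr2/Itgam subset. The rho given here is across cells, which are not independent replicates. From the root cell chosen by the stated rule, the Spearman rho of the lysosome share with pseudotime was -0.74 over 459 cells with at least 2000 UMIs (45 cells were left out). That root cell, from library 2, had 298 UMIs, and from it the median pseudotime was 0.295 in Ccr2/Itgam cells and 0.109 in lipid-associated cells, so the ordering did not run from the Ccr2/Itgam to the lipid-associated subset. When each of the 230 Ccr2/Itgam cells was taken as root in turn, a choice made after this result was seen, rho ranged from -0.74 to 0.76 with a median of 0.35, and it was above 0 for 185 roots (80.4%). The sign mostly followed the subset that came first. The Ccr2/Itgam subset had the earlier median pseudotime from 195 roots, of which 185 gave a rho above 0 and 10 below. All 35 others gave a rho below 0. From the root of the stated rule, rho was also below 0 within each subset. It was -0.60 within Ccr2/Itgam cells and -0.20 within lipid-associated cells. In library 1 alone rho was 0.24. Because the order of the subsets depended on the root, no direction along pseudotime is given. The difference between the subsets did not depend on the ordering: the median lysosome share of thinned cells was 5.78% in the 222 Ccr2/Itgam cells and 13.4% in the 237 lipid-associated cells. This share counts Apoe and the other lipid-processing genes.

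**Figure D4:**
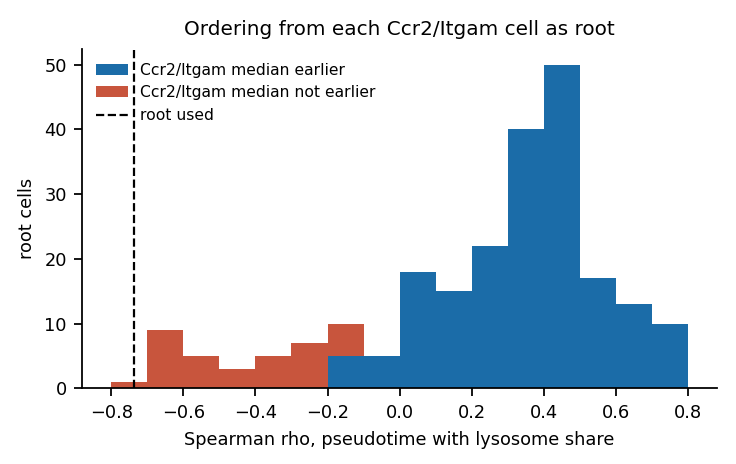
Number of root cells by the Spearman rho of lysosome share with pseudotime, for each of the 230 Ccr2/Itgam cells as root, in bins of 0.1; blue marks roots from which the Ccr2/Itgam subset had the earlier median pseudotime and red marks the others. The dashed line marks the root of the stated rule (rho -0.74), and 185 of 230 roots gave a rho above 0.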

Values the study reported

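The study reported a mean of 16,504 reads per cell, with medians of 4587 UMI counts and 2516 detected genes per cell. After low-quality cells and doublets were removed, it reported 11,118 cells from sham and 8042 from stroke brains, 19,160 in total. Its macrophage group had 161 cells from sham and 616 from stroke brains. It reported 593 genes enriched in the Cd68-high and Ctsd-high MDM subset over other MDM clusters.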

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

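All tests in this part were chosen after the result had been seen. Barcodes over the mitochondrial maximum were not used in the report. When all barcodes that passed the gene minimum and the doublet filter were clustered together with no mitochondrial maximum, clusters whose best-matching fixed list was that of astrocytes, with at least 3 markers raised, contained 2294 barcodes of library 1 and 2739 of library 2. Of these, 35.4% in library 1 (95% CI 33.4 to 37.4) and 38.0% in library 2 (36.2 to 39.9) were over the maximum of 10%, which is a signal in data that the filter sets aside. For oligodendrocytes the shares were 2.57% (1.67 to 3.77) and 0.219% (0.0452 to 0.639), and for macrophages 1.86% (0.992 to 3.15) and 1.81% (0.374 to 5.19). Other clusters also lost barcodes in library 1, with 31.5% over the maximum in the glutamatergic neuron clusters and 23.7% in the microglia clusters, against 3.67% and 2.58% in library 2. The glutamatergic neuron clusters held unlike barcodes in each library, with medians under the maximum of 1956 UMIs in library 1 and 30243 in library 2.

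The clusters matched to astrocytes were 4, and 2 of them had leading genes of another class, so those would not be named astrocyte-like. A cluster led by the ependymal genes Tmem212 and Ccdc153 had 1.96% of its barcodes over the maximum in library 1 and 1.99% in library 2. A cluster led by Gdpd4 and Foxd3 had 17.7% and 20.2%. The largest cluster, with all 11 astrocyte markers raised, had 777 of 1792 barcodes over the maximum in library 1 (43.4%, 41.0 to 45.7) and 833 of 1515 in library 2 (55.0%, 52.4 to 57.5). The remaining cluster, led by Gng7 and with 5 GABAergic neuron markers raised beside 8 astrocyte markers, had 3 barcodes in library 1, all over the maximum, and 166 in library 2, of which 90.4% were over it.

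A technical explanation is damage, in which barcodes with few UMIs keep their mitochondrial share. It was first tested on the clusters pooled, where the median UMIs over and under the maximum were 1487 and 2447 in library 1 and 2719 and 2594.5 in library 2, but that mixes clusters of different depth. The test was then split by library and restricted to the largest cluster, both after values had been seen. Within the largest cluster, barcodes over the maximum of library 1 had 0.948 times the median UMIs of those under it, which leaves damage open. In library 2 they had 2.73 times the median, 2551 against 934.5 UMIs, which argues against a loss of UMIs as the cause in that cluster. In the cluster led by Gdpd4 and Foxd3 the ratios were 0.291 in library 1 and 0.292 in library 2, and in the cluster led by Gng7 the ratio was 0.395 in library 2, as damage would give. In the cluster led by Tmem212 and Ccdc153 the ratio was 1.019 in library 1, from 7 barcodes over the maximum, which leaves damage open. In library 2 it was 2.81, which damage would not give, although only 17 barcodes were over the maximum.

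Free mitochondrial RNA would weigh most on barcodes with few UMIs of every class. In library 2 it is argued against as the cause in the largest cluster, since among the 4 other classes with a median of no more UMIs than its barcodes over the maximum, the highest share over the maximum was 11.96% (7.65 to 17.5). The depth that these classes were held against was changed after that value was seen, which left the value as it was. In library 1 it stays open, with 31.5% over the maximum in the glutamatergic neuron clusters and 2.56% in the granulocyte cluster. A higher mitochondrial content of astrocytes was not tested. The surgery of each library is not known here, so no biological explanation was tested.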

How the results depend on the processing

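No paired analysis was possible because each condition was a single pooled library and the results come from no test. An alternative was counted as a move when it left the counting interval of the value, the interval of 500 Poisson resamplings for a lysosome ratio, or the range of 50 thinnings for rho (-0.75 to -0.73). Of 182 values under the alternatives, 102 stayed within it, 77 moved and 3 reversed. The naming rules tried first and second, no mitochondrial maximum, all subsets except the brain-resident one, both root alternatives, and every alternative for the neuron-like, oligodendrocyte-like, choroid plexus epithelial cell-like and T/NK cell-like shares were chosen after the data were seen.

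Macrophage-like shares moved under 7 of 10 settings in library 1 and 3 of 10 in library 2, and the share in library 1 stayed above that in library 2 under every one. With no doublets removed they were 5.96% and 0.0801%, the latter because a cluster with 11 raised macrophage markers also had T/NK cell genes leading and lost its name. Each library clustered alone gave 5.89% and 1.75%. At least 1000 genes per barcode gave 8.13% and 0.823%. In library 1 a mitochondrial maximum of 5% gave 8.85%, resolution 1.5 gave 5.91%, no mitochondrial maximum gave 5.86% and classes from marker values without clustering gave 7.86%.

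The microglia-like share of library 1 depended strongly on the settings, with a range of 0.0812% to 13.1%. It was 0.0812% under the first naming rule, where that of library 2 was 4.38%, since the cluster with 1246 cells of library 1 took the name of its cycling genes. It was 2.04% with no mitochondrial maximum (library 2, 4.08%), where a cluster with 1413 cells of library 1, with microglia markers raised and a median of 1478 UMIs, stayed unnamed for low counts. It was 3.21% at resolution 1.5, where a cluster with 680 cells of library 1 and a median of 1153 UMIs stayed unnamed in the same way. At resolution 1.5 another cluster, with 266 cells of library 1 and a median of 8412.5 UMIs, stayed unnamed because 5 microglia and 5 macrophage markers were raised. Under these 3 settings the share of library 1 lay below that of library 2, and in the others it lay above. It was 10.2% with a mitochondrial maximum of 5%, 10.6% with at least 1000 genes and 9.60% from marker values. With no doublets removed, the share of library 2 was 5.49%. The granulocyte-like share of library 1 was 1.62% with at least 1000 genes, 1.63% with no mitochondrial maximum and 2.69% from marker values, where that of library 2 was 0.0309%.

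An astrocyte-like class, which the settings used did not give, was named under 3 alternatives. With at least 1000 genes a cluster of 16 cells of library 1 and 594 of library 2 took the name, at resolution 1.5 a cluster of 216 and 860, and with no mitochondrial maximum a cluster of 1792 and 1515. The name is doubtful for another cluster of 3 and 166 without that maximum, which had 5 GABAergic neuron markers raised and Gng7, Shank3 and Ddn among its leading genes.

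The glutamatergic neuron-like shares of 9.49% in library 1 and 21.1% in library 2 depended on the settings, with ranges of 4.93% to 16.3% and 10.6% to 23.98%. With no mitochondrial maximum they were 16.3% and 15.5%, but the class then held other barcodes. In library 1 it had 1942, and those under the maximum had a median of 1956 UMIs, against 20641 in the class of the settings used. In library 2 it had 2205, fewer than the 2738 of the settings used. These shares therefore do not compare like classes. With each library clustered alone the shares were 11.2% and 12.7%. In the other settings library 2 lay above library 1. The GABAergic neuron-like share of library 2 lay above that of library 1 in every setting (17.5% to 21.2% against 8.13% to 11.4%). So did the choroid plexus epithelial cell-like share, although with classes from marker values it was 1.98% in library 1 and 3.14% in library 2. The oligodendrocyte-like share of library 1 lay above that of library 2 with a mitochondrial maximum of 5% (12.4% and 11.5%), with at least 1000 genes (14.5% and 10.9%) and at resolution 1.5 (13.3% and 11.2%), and below it in the others. No T/NK cell-like class was named without doublet removal or without a mitochondrial maximum. The causes were not tested.

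The lysosome ratios kept their sign under every alternative that gave a value. Over the Ccr2/Itgam subset they ranged from 0.61 to 0.90 and over the MHC class II-high cluster from 0.97 to 1.19. Both moved only without the genes heading the list of the study, to 0.61 and 0.97. With no doublets removed no value was obtained, because the subcluster with 11 raised lipid-associated markers also had 4 brain-resident markers raised and stayed unnamed. The first naming rule called the MHC class II-high cluster dendritic cell-like and gave no value for that comparison. Library 2 alone was too small for either ratio and for rho.

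The Spearman correlation of lysosome share with pseudotime reversed in library 1 alone (0.24), with the root at the center of the Ccr2/Itgam subset (0.21) and as the median over all roots (0.35). It moved to -0.68 with no thinning, -0.70 with 10 PCs and -0.78 over all subsets except the brain-resident one. A root cell of few UMIs is a candidate cause. From 86.0% of the 222 root cells with at least 2000 UMIs the Ccr2/Itgam subset came first in pseudotime, against 4 of the 8 root cells with fewer UMIs. Depth is not the whole account, since 31 of the 222 deeper roots gave the other order too. This test was chosen after the result was seen.

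In the macrophage-like class, depth limits library 2. Its 128 macrophage-like cells had a median of 1825 UMIs, against 8640 in library 1, so a gene with 0 UMIs there is bounded only at 11.9 CPM, the level of 3 UMIs.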

Other observations

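The tests on NK cells, on microglia-like clusters and on the olfactory bulb were chosen only after the result had been seen; the tests on dendritic cells, T cell receptor genes and droplet barcodes were written before their result was known, but the range that the droplet values were held against was settled afterwards.

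The MHC class II-high cluster of 80 macrophage-like cells may hold dendritic cells. For 6 macrophage genes outside the subset markers (Adgre1, Mertk, C1qa, C1qb, Fcgr1 and Csf1r), the median log2 ratio of the cluster to the other macrophage-like cells was -3.06. C1qb was at 292 CPM in the cluster and 3242 CPM elsewhere. Of the fixed dendritic cell genes, Clec9a and Itgae had raised the question. Flt3, Zbtb46 and Cd209a, which had not, were at 267, 153 and 408 CPM in the cluster and 2.39, 5.63 and 32.9 CPM elsewhere. Cd209a does not mark the cluster alone, since it was at 751 CPM (122 UMIs) in brain-resident cells of library 2. In those cells Flt3 had 0 UMIs and Zbtb46 was at 67.7 CPM. Doublets with T cells are argued against: Cd3e, Cd3d, Cd3g and Trac had no UMI in the cluster, so their median was 0% of the T/NK cell-like level, whereas Klrd1 reached 90.7% of it. Doublets with NK cells are argued against too: Ncr1, Nkg7, Klrb1c and Gzmb had no UMI in the cluster and Gzma had 1, so the highest of the 5 was 0.0583% of the T/NK cell-like level. If the cluster holds dendritic cells, the ratio of the lipid-associated subset to it compares different cell types and not MDM subsets. No biological explanation tied to the surgery was tested.

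The microglia-like cells of the libraries fell into different clusters. Clustering without integration could part cells that hardly differ, but when each library was clustered alone, the 8 fixed microglia markers still differed with a median absolute log2 ratio of 2.09, all of them lower in library 1. That test was first run on genes chosen for their difference between the libraries, which made it void, and the fixed markers replaced them after that value was seen. Free Spp1 RNA in library 1 is argued against as the source of the Spp1 level, because Spp1 CPM was 1284 times as high in microglia-like as in glutamatergic neuron-like cells of that library. Per cell, free RNA would give a like number of UMIs, and the means were 211 UMIs in microglia-like cells, 0.943 in glutamatergic neuron-like cells and 0.705 in granulocyte-like cells. The highest mean of the other classes measured, macrophage-like cells aside, was 4.6, from 23 UMIs in 5 choroid plexus epithelial cell-like cells. A technical difference of the whole library would move the fixed markers of the other classes too, and this test decided nothing. When each library was clustered alone, the median absolute log2 ratio of these markers was 1.01 in the middle of 7 other classes. That is just past the limit of 1 used for this test. The ratio ranged from 0.23 in glutamatergic neuron-like to 2.10 in VLMC-like cells. A technical difference of the whole library, a state difference of microglia between surgeries and the naming of a cycling cluster stay open. The design confounds the surgery with the library.

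Most genes of an olfactory bulb list peaked in 3 clusters, although the methods of the study excluded the bulbs from the tissue. The bulb list was written after most of its genes had been seen. Cdhr1 and Eomes, of mitral and tufted cells, peaked in cluster 18, at 799 and 375 CPM. Th, Trh and Scgn, of periglomerular cells, peaked in cluster 24, at 3876, 2439 and 117 CPM. Cluster 2, with 1890 cells, came next for Th and for Scgn, which was nearly as high there, at 112 CPM, and was among its leading genes. Cells with bulb genes may therefore not be limited to the 3 clusters. Frzb, Fabp7 and Npy, of ensheathing cells, peaked in cluster 21, at 2479, 3364 and 3654 CPM. Tbx21, which T and NK cells also express, peaked in the T/NK cell-like cluster. Both libraries filled the 3 clusters, with at least 71 cells of either library in each, as olfactory bulb tissue in both suspensions would give. Low counts spread at random are argued against: every one of the 9 bulb genes had at least 13.3 times (lower 95% Poisson limit 11.9, Scgn) the UMIs in its highest cluster that an even spread gives. Cdhr1 had 8303 UMIs in cluster 18 and was at 20.6 CPM in the next cluster, Th had 9748 in cluster 24 and was at 249 CPM in the next, and Frzb had 2512 in cluster 21 and was at 72.5 CPM in the next. Others were less specific: the next cluster was at 1308 CPM for Npy, 557 CPM for Fabp7 and 148 CPM for Eomes. This test took the place of comparisons with cerebellar genes that decided nothing. Some of these genes are expressed outside the bulb, Th and Npy among them, so neurons and glia of other regions could contribute. No biological explanation was tested.

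The libraries shared 2919 droplet barcodes, 21.8% of those of library 1 and 17.8% of those of library 2, and each library had a single probe barcode, not that of the other, although the methods of the study call the kit single-plex. Barcodes drawn independently would overlap this much from a set of 75217. Of 1653 pairs of kept cells with the same droplet barcode, 5.44% fell in the same cluster, against 3.39% to 5.26% for 95% of 1000 permuted pairings, and 13 of 1000 pairings gave as many. Copies of the same cell under both probe barcodes could contribute to this excess, but not to most pairs, as 94.6% lay in different clusters. Cells in the same droplets under both probe barcodes would give UMI counts that rise and fall together. Relative to library and cluster, Spearman rho was 0.055, above the range of -0.046 to 0.048 for permuted pairings and reached by 13 of 1000. The rho was first held against the maximum of the permuted pairings, which it did not exceed, and the 95% range already used for the clusters was applied to it after both values were seen. Both excesses are small. Whether sharing by chance can account for the overlap depends on the number of droplet barcodes of the kit. The sources used here do not give that number, so the cause of the overlap was not decided.

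Spp1 was at 23.0 CPM in glutamatergic neuron-like cells of library 1 and 0.663 CPM in those of library 2, and after thinning to 1000 UMIs it was detected in 2.85% and 0.0733% of them. Free RNA and multiplets were not separated in these cells.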
